A study of Mus musculus with 6 samples. Its data were reported in "The Use of Targeted Next Generation Sequencing to Explore Candidate Regulators of TGF-β1’s Impact on Kidney Cells" (2018).

How the data were processed

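Mouse primary mesangial cells were grown in 25.5 mM glucose and 20% serum at passages 3 to 6 and either received no cytokine or TGF-β1 at 10 ng/ml over 72 h, with 3 libraries in each group. Per the labels and methods of the study, small RNA was sequenced on an Illumina instrument, adaptors and low-quality reads were removed, and reads were compared with known mouse miRNAs using Bowtie. The authors deposited 1 table of 778 mature miRNAs in a unit named TPM, which is RPM here (reads per 1000000 reads of the library total), because no scaling by length was found in the deposited values. How reads that match several miRNAs were counted is not stated by the authors. Among rows with at least 20 reads in total, there were 7 groups of identical rows, 16 rows in all, as arise where 1 read is counted for each miRNA it matches.

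Each library's total was recovered as the integer for which the values are whole reads, and 100% of the values came out whole within a tolerance of 0.002. The deposited values were therefore divided by a total larger than the sum of the rows analysed here. Because the values were normalized by the authors, the planned branch for normalized values was used as the main test, and the planned count tests with TMM became alternatives. Within groups the libraries differed by 43.2 to 137.9 chi-square units per degree of freedom, so no pair agreed within sampling noise and none was treated as 1 library deposited more than once. This does not tell separate cultures from separate preparations of the same RNA.

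The main test was limma 3.58.1 (R 4.3.3) with a trended prior on log2(value + 1), with group as the only term, over miRNAs kept by filterByExpr of edgeR 4.0.16 on the recovered reads with a minimum count of 10, which left 408 miRNAs. P-values were adjusted by the Benjamini-Hochberg method, and a miRNA was called at an adjusted p under 0.05 and an absolute log2 change above 1. Sets of at least 3 tested members were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. Library measures were compared with exact two-sided permutation tests in scipy 1.17.1. The alternatives were TMM, median-of-ratios and upper-quartile scaling, scaling to the sum of the rows, the share of the listed reads, no filter, a mean of at least 50 reads, pseudocounts of 0.1 and 10, an absolute log2 change above 2 (also with a pseudocount of 0.1, with edgeR on library totals and by the ratio of group means), a replicate block, each library left out in turn, edgeR and DESeq2 1.42.0 tests on the recovered reads, and 1 row kept of each group of identical rows.

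The miRNAs named are the 19 on the study's list, the 5 largest and 5 smallest changes among called miRNAs whose libraries did not overlap, the 5 most abundant, and members of the sets. This rule, the sets and most alternatives were chosen before the data were examined; any other name was chosen after its values were seen. Hairpin positions came from GENCODE vM1 on the NCBIM37 genome by name, which is the same build that the study used for its RNA reads. A list of 3 skeletal muscle miRNAs was written for a check of contamination. GC content was taken from the arm of the hairpin, folded with ViennaRNA 2.7.2.

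The fits were tested on simulated reads drawn from the real means and library totals. In 1 simulation 200 miRNAs were changed by 2 on the log2 scale, and 396 changed or unchanged miRNAs were left after the filter. Of the 200, limma called 82%, edgeR 96.5% and DESeq2 96%, and at most 2 unchanged miRNAs were called. Any changed miRNA that the filter removed counts as not called. With 0 changed among 399 miRNAs, the tests called at most 2.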

Results

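Small RNA of mouse primary mesangial cells, the contractile support cells of the kidney glomerulus, was sequenced with and without transforming growth factor β1 (TGF-β1), a cytokine that drives fibrosis. The Control group held 3 libraries and the TGF-b1 group held 3 libraries from cells treated with 10 ng/ml for 72 h. The comparison asked which miRNAs change in abundance after the treatment. The table analysed here lists 778 mature miRNAs in RPM, the reads of a miRNA per 1000000 reads of the library total.

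The library totals were 16478281, 16681534 and 17623671 reads in Control replicates 1 to 3, and 20169254, 17914390 and 17086815 reads in TGF-b1 replicates 1 to 3. The mean total was 16927829 ± 611126 reads in Control (SD, n = 3) and 18390153 ± 1595343 reads in TGF-b1 (SD, n = 3), which did not differ beyond the replicate spread (exact two-sided permutation p = 0.2, n = 3). The difference of 1462324 reads fell to 572774 without TGF-b1 replicate 1, the deepest library. A comparison of 3 with 3 libraries cannot give an exact p below 0.1. At these depths 1 read was worth between 0.0496 and 0.0607 RPM, and 3 reads, the limit that a count of 0 allows, between 0.149 and 0.182. Such limits cover counting error only, since PCR reads are not independent molecules.

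The number of miRNAs with at least 1 read was 643.3 ± 3.06 in Control and 632.7 ± 3.06 in TGF-b1 (SD, n = 3 each), with an exact two-sided permutation p of 0.1, the smallest possible, and 0.133 after Benjamini-Hochberg adjustment over 4 library measures. With a minimum of 10 reads the difference shrank from -10.7 to -4.33 miRNAs. The 10 most abundant miRNAs took 69.4% ± 0.444 of the library total in Control and 62.6% ± 0.965 in TGF-b1 (SD, n = 3 each). All 3 TGF-b1 libraries lay below all 3 Control libraries, and the exact two-sided permutation p was again 0.1, or 0.133 adjusted. As a share of the listed reads alone, a measure chosen after seeing the data, they took 87.2% ± 0.511 in Control and 86.6% ± 0.455 in TGF-b1 (SD, n = 3 each), and the groups overlapped (exact two-sided permutation p = 0.3), so the fall appears only against the library total. The rows of the table summed to 79.6% ± 0.142 of the library total in Control and to 72.3% ± 0.752 in TGF-b1 (SD, n = 3 each).

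**Figure D1:**
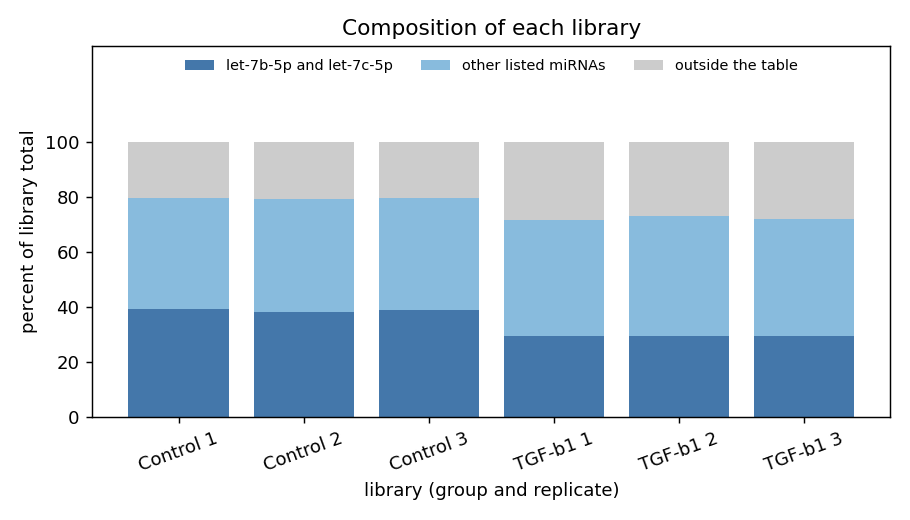
Stacked bars give the percent of each library's total (vertical axis) taken by let-7b-5p with let-7c-5p, by the other listed miRNAs and by reads outside the rows analysed here, for the 6 libraries on the horizontal axis. The part outside the rows rose from a mean of 20.4% in Control to 27.7% in TGF-b1.

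The 5 most abundant miRNAs all belonged to the let-7 family. Let-7c-5p had 254593 ± 3367 RPM in Control and 210302 ± 2182 in TGF-b1 (SD, n = 3 each). Its log2 change of -0.28 ± 0.02 (SE) had a limma adjusted p of 6.05e-05, but it did not pass with TMM scaling (-0.064, limma adjusted p = 0.466) or median-of-ratios scaling, and was 0.040 with an adjusted p of 0.907 under upper-quartile scaling. Let-7b-5p went from 134167 ± 2097 to 85880 ± 2173 RPM (SD, n = 3 each), a log2 change of -0.64 ± 0.03 (SE, limma adjusted p = 6.48e-06). Under upper-quartile scaling this change was -0.33, with an adjusted p of 0.157. Let-7e-5p rose from 48897 ± 3119 to 69198 ± 2103 RPM (SD, n = 3 each), a log2 change of 0.50 ± 0.05 (SE, limma adjusted p = 0.000215). Let-7f-5p and let-7a-5p did not pass the adjusted threshold, with log2 changes of 0.12 and 0.06 and limma adjusted p-values of 0.0845 and 0.162. Both passed with TMM scaling, at log2 changes of 0.33 and 0.28 and limma adjusted p-values of 0.0115 and 0.0205, and when scaled to the sum of the rows, while let-7f-5p alone passed with median-of-ratios scaling and neither with upper-quartile scaling. Without TGF-b1 replicate 1, let-7f-5p had a log2 change of 0.17 and a limma adjusted p of 0.00678.

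Of the 408 miRNAs tested, 18 were higher and 32 were lower after TGF-β1, with a limma adjusted p under 0.05 and an absolute log2 change above 1. The libraries of the groups did not overlap for 232 of the 408 tested miRNAs, where chance gives 10%. At any fold change, 201 miRNAs had an adjusted p under 0.05, of which 71 were higher and 130 lower. This balance also depended on the scaling. The higher and lower numbers were 98 and 94 with TMM, and 93 and 92 with median of ratios. They were 95 and 73 with upper quartile, and 84 and 104 when scaled to the sum of the rows. The median log2 change of all tested miRNAs was -0.17 on the scale of library totals and -0.03 after TMM scaling, so a change of -0.17 equals that of the typical miRNA. The balance of calls changed with the scaling and the pseudocount. With TMM scaling 31 miRNAs were higher and 22 lower, so that the lower calls made up 41.5% in place of 64%. A pseudocount of 10 left 2 higher and 15 lower.

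**Figure D2:**
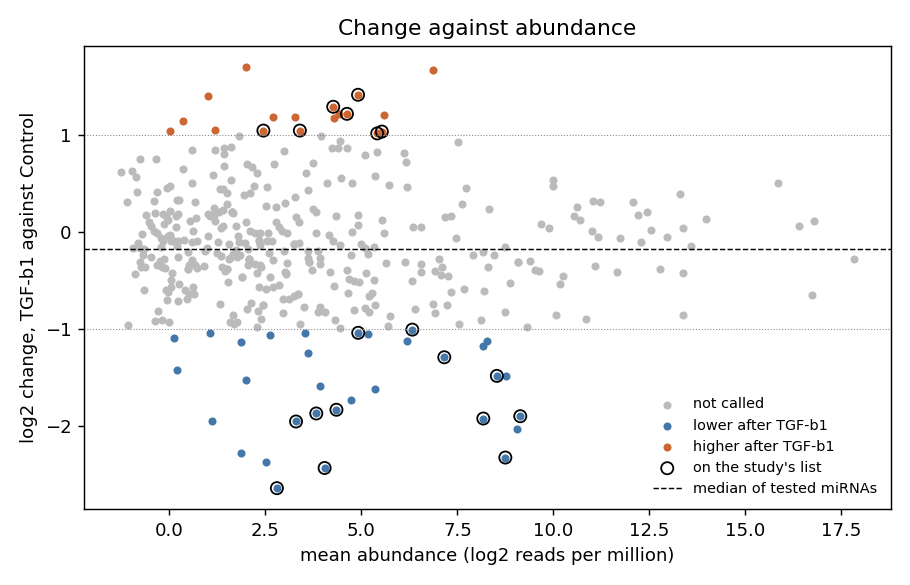
Each point is 1 of the 408 tested miRNAs, with its mean abundance in log2 RPM on the horizontal axis and its log2 change after TGF-β1 on the vertical axis; colours mark the 18 higher and 32 lower calls and circles mark miRNAs on the study's list. The dashed line is the median change of -0.17 and the dotted lines mark changes of -1 and 1.

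On the log2(value + 1) scale, the miRNAs with the largest falls among the called ones with separated libraries were miR-200a-3p, miR-3099-3p, miR-3473b, miR-503-5p and miR-200b-3p. The order depends on that scale, which understates the change of low miRNAs. By the ratio of group means miR-429-3p, named after its values were seen, fell further, to 0.0727 of Control against 0.0973 for miR-200a-3p and 0.199 for miR-503-5p. MiR-200a-3p fell from 12.7 ± 0.712 to 1.23 ± 0.465 RPM (SD, n = 3 each), with a log2 change of -2.64 ± 0.18 (SE, limma adjusted p = 4.17e-05). Its hairpin, Mir200a, lies on chromosome 4 from 155429005 to 155429094 on the minus strand of the NCBIM37 mouse genome, inside an intron of the protein-coding gene Ttll10. MiR-200b-3p fell from 6.74 ± 1.32 to 0.601 ± 0.273 RPM (SD, n = 3 each), with a log2 change of -2.27 ± 0.18 (SE, limma adjusted p = 6.05e-05). Its hairpin, Mir200b, lies from 155429790 to 155429859 in an intron of the same gene. MiR-503-5p was the most abundant of these and fell from 717.5 ± 31.4 to 142.9 ± 8.76 RPM (SD, n = 3 each), with a log2 change of -2.32 ± 0.09 (SE, limma adjusted p = 2.67e-06). Its hairpin, Mir503, spans 50407161 to 50407231 on the minus strand of chromosome X, outside other annotated genes, and reads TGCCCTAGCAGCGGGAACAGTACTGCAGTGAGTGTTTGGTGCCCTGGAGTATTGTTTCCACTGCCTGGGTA. MiR-3099-3p fell by 2.43 on the log2 scale and miR-3473b fell by 2.37. In Control, miR-3473b varied from 5.22 RPM in replicate 3 to 13.7 in replicate 1.

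On the same scale, the largest rises were those of miR-455-3p, miR-182-5p, miR-433-3p, miR-455-5p and miR-96-5p. MiR-455-3p rose from 1.34 ± 0.181 to 6.60 ± 0.305 RPM (SD, n = 3 each), with a log2 change of 1.70 ± 0.13 (SE, limma adjusted p = 4.62e-05). Its other arm, miR-455-5p, rose by 1.40 on the log2 scale. Their hairpin, Mir455, lies on chromosome 4 from 62917885 to 62917966 on the plus strand, in an intron of Col27a1. MiR-182-5p rose from 54.3 ± 3.35 to 179.8 ± 54.2 RPM (SD, n = 3 each), with a log2 change of 1.67 ± 0.20 (SE, limma adjusted p = 0.000522). MiR-433-3p rose from 16.0 ± 0.222 to 44.2 ± 1.24 RPM (SD, n = 3 each), with a log2 change of 1.41 ± 0.11 (SE, limma adjusted p = 4.62e-05). MiR-96-5p rose by 1.29 on the log2 scale. These changes are of log2(value + 1), which understates the change of miRNAs near 1 RPM.

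**Figure D3:**
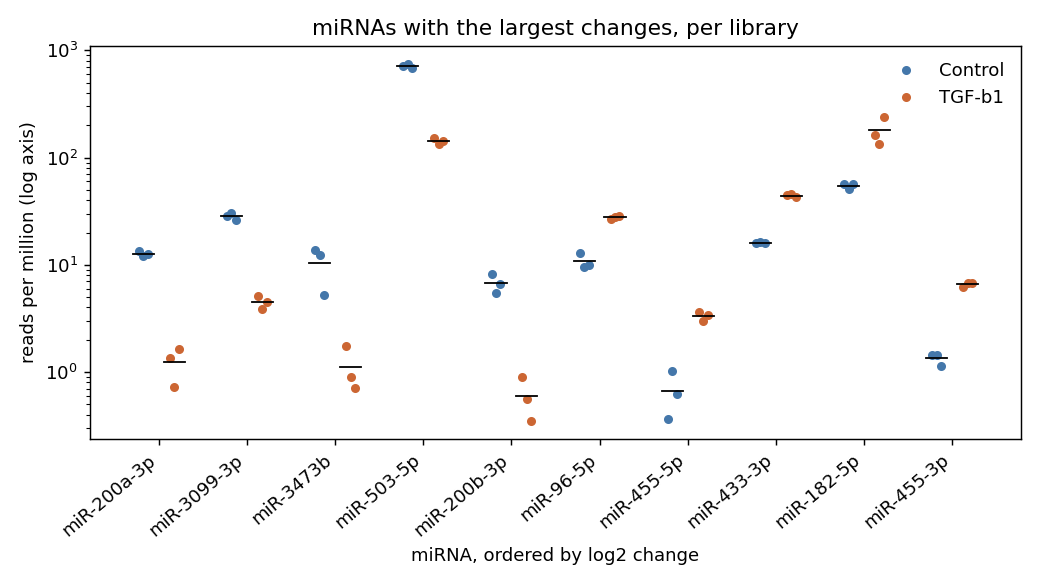
Points give RPM (log axis) in the 3 Control and 3 TGF-b1 libraries for the 5 miRNAs with the largest falls and the 5 with the largest rises, ordered by log2 change on the horizontal axis, and black lines give the group means. For each miRNA all TGF-b1 libraries lie on one side of all Control libraries.

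The study listed 19 miRNAs as changed, 7 up and 12 down. All 19 passed both thresholds in the listed direction over all tested miRNAs, and 19 had an adjusted p under 0.05 when adjusted over the list alone. With an absolute change of log2(value + 1) above 2, 3 of the 19 passed. By the log2 ratio of group means, a scale chosen after seeing the data, 5 passed, with miR-181c-3p at -2.13 and miR-351-5p at -2.04 added. The fold change threshold given in the methods of the study is stricter than the one given with its list. The list was chosen on these libraries, so neither the count over all tested miRNAs nor the count adjusted over the list alone is independent evidence. The remaining listed miRNAs were miR-127-3p, miR-181a-2-3p, miR-379-5p, miR-183-3p and miR-485-5p, with log2 changes between 1.02 and 1.22, and miR-181c-3p, miR-351-5p, miR-351-3p, miR-101a-3p, miR-27a-3p, miR-26a-5p, miR-130a-3p, miR-130b-3p and miR-532-5p, with log2 changes between -1.95 and -1.004. MiR-130b-3p and miR-532-5p no longer passed the fold change threshold under TMM scaling, with log2 changes of -0.83 and -0.80. Under upper-quartile scaling miR-130a-3p also fell short of it, at -0.975. MiR-127-3p passed the threshold by little and had a log2 change of 0.94 without Control replicate 3. Without that library miR-181a-2-3p, miR-183-3p and miR-532-5p also fell short, at 0.955, 0.946 and -0.960. MiR-379-5p was at 0.975 without Control replicate 1. Without Control replicate 2, miR-130b-3p was at -0.988 and miR-532-5p at -0.976. Without TGF-b1 replicate 1, miR-127-3p, miR-181a-2-3p, miR-183-3p and miR-532-5p were at 0.968, 0.966, 0.980 and -0.999. Without TGF-b1 replicate 2, miR-127-3p, miR-130b-3p and miR-532-5p were at 0.987, -0.939 and -0.939. MiR-27a-3p had 392.5 RPM in TGF-b1 replicate 1 and 184.7 and 176.5 in replicates 2 and 3, against 795.0 to 960.7 in Control. Another 31 called miRNAs, 11 higher and 20 lower, were not on the list, and 16 of them had a mean below 10 RPM.

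Sets of miRNAs from 1 genomic cluster or seed family were tested with camera at a preset correlation of 0.01, and 5 of 14 sets had a Benjamini-Hochberg adjusted p under 0.05. The miR-200 family had a median log2 change of -2.11 over 4 members (camera adjusted p = 0.00245), and its hairpins Mir200a, Mir200b and Mir429 span 1846 bp of chromosome 4. The cluster of miR-322, miR-503 and miR-351 had a median of -1.17 over 10 members (camera adjusted p = 0.00034), and the miR-30 family a median of -0.77 over 10 members (camera adjusted p = 0.00245). The cluster of miR-183, miR-96 and miR-182 had a median of 1.23 over 4 members (camera adjusted p = 0.000807), within 3820 bp of chromosome 6. The Dlk1-Dio3 imprinted cluster of chromosome 12 had a median of 0.73 over 34 members, 1 of which was below 0 (camera adjusted p = 1.6e-13). The medians of these 5 sets kept their direction under each of the 4 other scalings. The same 5 sets were among the 11 called by fry, while 0 were called when the correlation was estimated from the data, where the smallest adjusted p was 0.121. Without the study-listed miRNAs 4 sets passed, and the cluster of miR-183, miR-96 and miR-182 had too few members left to be tested. When the 6 libraries were regrouped, each other split of them gave between 1 and 6 sets. Passing camera at this preset correlation therefore does not by itself set the real grouping apart.

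**Figure D4:**
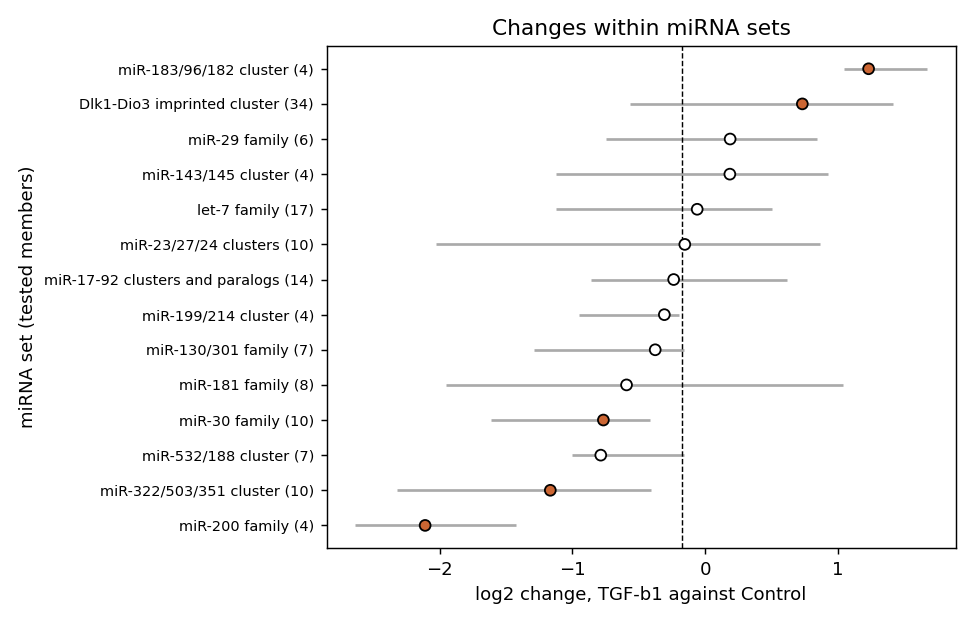
Each line spans the lowest to the highest log2 change among the tested members of a set (number in parentheses), the circle is the median, and filled circles have a camera adjusted p under 0.05. The dashed line is the median change of all tested miRNAs, -0.17; the medians of the let-7 family, the clusters of miR-23, miR-27 and miR-24, the miR-17-92 clusters and the cluster of miR-199 and miR-214 changed sign under at least 1 other scaling.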

Values the study reported

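The study reported fold changes of 2.06 for miR-127-3p, 2.56 for miR-96-5p and 2.77 for miR-433-3p after TGF-β1. It reported fold changes of 0.10 for miR-200a-3p, 0.20 for miR-503-5p and 0.29 for miR-27a-3p.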

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

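The comparison of the share of reads outside the rows was planned, and the other tests in this part were chosen after the result was seen. Reads outside the rows analysed here made up 20.4% ± 0.142 of the library total in Control and 27.7% ± 0.752 in TGF-b1 (SD, n = 3 each). The comparisons of single miRNAs do not test these reads, but the library totals that scale the values include them. The difference of 7.32 percentage points had an exact two-sided permutation p of 0.1 (n = 3), the smallest possible. After Benjamini-Hochberg adjustment over 4 library measures this p was 0.133. The difference ranged from 6.96 to 7.71 when each library was left out. What these reads are was not examined.

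A difference in library depth was not the whole source, since with the library total in the model the difference was 6.92 ± 0.517 percentage points (SE). The fall of let-7b-5p and let-7c-5p, from 38.9% to 29.6% of the total, raises the share of all other reads by 1 factor, which leaves the ratio of reads outside the rows to the other listed reads as it was. That ratio was 0.501 ± 0.00345 in Control and 0.650 ± 0.0293 in TGF-b1 (SD, n = 3 each), so this fall was not the whole source. In the other direction, dilution by the outside reads does not account for the changes of abundant miRNAs, because 16 of the 20 most abundant lay more than 2 standard errors from the log2 change of -0.14 that dilution gives, 10 above and 6 below. A response of the cells to TGF-β1, and a difference in RNA quality or library preparation between the groups, both stay open.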

How the results depend on the processing

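Median-of-ratios scaling, scaling to the sum of the rows, the fit without copies of identical rows, the share of the 10 most abundant miRNAs among the listed reads, the threshold of 2 joined to other scales, the set tests without the study-listed miRNAs and under scalings other than TMM, and the alternatives for hairpin arms and for the reads outside the rows were chosen after seeing the data.

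The counts of calls changed with the scaling, the pseudocount, the test and the fold change threshold. MiRNAs higher and lower numbered 18 and 32, against 31 and 22 with TMM, 30 and 22 with median of ratios, 35 and 19 with upper quartile, and 24 and 24 when scaled to the sum of the rows. The lower calls thus made up 64%, 41.5%, 42.3%, 35.2% and 50%. The 18 higher miRNAs remained among the higher calls under these 4 scalings. A pseudocount of 0.1 gave 32 higher and 54 lower, and a pseudocount of 10 gave 2 and 15, with 10 of the 19 study-listed miRNAs. On the recovered reads, edgeR called 45 higher and 41 lower with TMM, 52 and 36 with median of ratios, and 32 and 54 with library totals; DESeq2 called 46 and 31. An absolute log2 change above 2 left 0 higher (228 miRNAs had an unadjusted p under 0.05), 6 lower and 3 study-listed miRNAs. The 0 depends on the pseudocount of 1 as well: above 2, a pseudocount of 0.1 gave 5 higher, 14 lower and 5 study-listed miRNAs, and edgeR with library totals and the log2 ratio of group means each gave 7, 15 and 5. At a threshold of 1, edgeR's glmTreat gave 17 higher, 19 lower and 12 study-listed miRNAs. A stricter threshold gives fewer calls by construction. A larger pseudocount shrinks log2 changes by construction, most for low miRNAs. The named miRNAs lost with the larger pseudocount fell short on fold change, while their adjusted p-values stayed under the threshold. Each of the 4 scalings raised the median log2 change of the tested miRNAs. Such a shift moves changes near the fold change threshold towards more higher and fewer lower calls. For the differences between the tests the cause was not tested.

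Leaving out each library gave 15 to 21 higher, 26 to 41 lower, 162 to 208 at any fold change, and 15 to 19 study-listed miRNAs. The replicate numbers did not pair the libraries, since same-numbered deviations correlated at 0.06, -0.20 and -0.21. With the replicate block 18 were higher, 32 lower, 176 at any fold change and 5 sets were called.

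The sets numbered 5, against 11 with fry and 0 with an estimated correlation (228 miRNAs had an unadjusted p under 0.05). Medians that reversed were those of the let-7 family (-0.06, against 0.15 with TMM, 0.15 with median of ratios, 0.25 with upper quartile, 0.077 with the sum of the rows; and -0.11 to 0.046 over the fits that each left out 1 library, the highest without Control replicate 2), the clusters of miR-23, miR-27 and miR-24 (0.043 with TMM, 0.041 with median of ratios, 0.14 with upper quartile, 0.053 without the study-listed miRNAs), and, with upper quartile, the miR-17-92 clusters (0.024) and the cluster of miR-199 and miR-214 (0.0068). Let-7c-5p reversed to 0.040 with upper quartile. Over the alternatives for the 29 named miRNAs, 68 results no longer passed both thresholds and 0 newly passed both. Only the 5 let-7 miRNAs among them had not already passed, so the 0 is no measure of stability. Of the 68, 19 arose with the threshold of 2, 13 with the pseudocount of 10 and 7 with glmTreat. By the adjusted p alone some let-7 miRNAs changed sides: let-7f-5p and let-7a-5p newly passed with TMM (0.0115 and 0.0205), and let-7b-5p no longer passed with upper quartile (0.157). The difference in miRNAs detected was -4.33 with at least 10 reads, and that in the share of the 10 most abundant miRNAs was -0.54 percentage points of the listed reads, against -6.76 of the library total.

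The real split gave the largest counts of single miRNAs: 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, as many at any fold change and as many study-listed miRNAs. The study's list was chosen on the real split, so the count of study-listed miRNAs is not independent evidence. For sets 2 of the 10 splits gave as many, and every split gave at least 1. With 10 splits the share cannot fall below 0.1.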

Other observations

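The tests in this part, and the names of miRNAs in it that are not on the study's list or among the largest changes, were chosen after the values were seen.

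The arms of 1 hairpin did not always change alike. Among 84 hairpins with both arms at a mean of at least 1 RPM, the log2 changes of the 3p and 5p arms correlated across hairpins (Pearson r = 0.61, Spearman rho = 0.52), and hairpins are not independent replicates. In 22 of them the ratio of the arms changed with a limma adjusted p under 0.05, and 1 of the 10 splits of the 6 libraries, the real one, gave as many. On log2(value + 1) an equal fold change of unequally abundant arms also gives such a difference, as in miR-200b, whose arm difference of -0.85 shrank to -0.25 with a pseudocount of 0.1 (limma adjusted p = 0.639). With pseudocounts of 1 and 0.1 alike, 15 hairpins passed in the same direction, miR-27a and miR-27b among them. The 3p arms of miR-27a and miR-27b may share reads, so their ratios may not measure each hairpin's own arms. For the rest of the 15, the abundance of the hairpin alone does not account for the difference in the 6 libraries. The number passing with both pseudocounts fell to between 1 and 11 when each library was left out. It was 1 without Control replicate 1, Control replicate 2 or TGF-b1 replicate 2, so it depends on single libraries. The count with a pseudocount of 1 alone was 3 without TGF-b1 replicate 2, 9 without Control replicate 1 and 13 without TGF-b1 replicate 3. With a pseudocount of 10 it was 30. For miR-27a the ratio of 3p to 5p fell by 2.48 ± 0.34 on the log2 scale (SE, limma adjusted p = 0.000496), and its adjusted p stayed between 3.32e-12 and 0.0214 when each library was left out, and between 0.000537 and 0.0419 with a pseudocount of 0.1. MiR-27a-5p was low, at 1.54 ± 0.302 RPM in Control and 2.85 ± 0.753 in TGF-b1 (SD, n = 3 each). A change in how the arms are kept or trimmed may contribute, and was not tested. For miR-27a, reads shared with miR-27b-3p may contribute as well.

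The hairpins of miR-27a and miR-27b share a stretch of 20 nt, TGTTCACAGTGGCTAAGTTC, in their 3p arms, so miR-27a-3p and miR-27b-3p may share reads. If each matching read was counted, in 1 of the 2 or in both, the reads that match either lie between the larger of the 2 values and their sum. The larger value in Control was 877.2 ± 80.4 RPM, and the sum in TGF-b1 was 472.5 ± 232.2 RPM (SD, n = 3 each), a log2 ratio of -0.89. This sets the lower limit in Control against the upper limit in TGF-b1, so it is the smallest fall these limits allow. The sum in Control was 1715.7 ± 131.6 RPM (SD, n = 3), and the log2 ratio of the sums was -1.86. The highest sum in TGF-b1, 740.6 RPM in replicate 1, lay below the lowest of the larger values in Control, 800.2 RPM. Under either way of counting, sharing between them therefore does not account for the fall of the pair, while how it was divided between them stays open, as does the case where reads that match both were left out. In TGF-b1 replicate 1 they stood at 392.5 and 348.1 RPM, above the other TGF-b1 replicates.

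GC content of the hairpin arm was known for 165 of 179 miRNAs with a mean of at least 10 RPM. Across these miRNAs the log2 change after TGF-β1 did not follow GC content (Pearson r = -0.02, Spearman rho = -0.030, permutation p = 0.709, adjusted p = 0.709 over 2 relations), which argues against GC bias as the source of the changes as a whole. The deviation of TGF-b1 replicate 1 from replicates 2 and 3 did follow it (Pearson r = 0.38, Spearman rho = 0.32, permutation p = 3e-05, adjusted p = 6e-05). This is consistent with a GC bias in that 1 library, and the trend leaves most of its deviation open. MiRNAs are not independent replicates. Without that library the log2 change of miR-27a-3p was -2.27 in place of -1.89.

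MiR-206-3p, known from muscle, was abundant in all 6 libraries, from 3275 to 3634 RPM. RNA of mature skeletal muscle brings miR-1a-3p and the miR-133 miRNAs as well. The highest of the 3 listed was miR-1a-3p at a mean of 10.4 RPM, 0.302% of the mean of miR-206-3p, and miR-133a-3p had a mean of 0.0807 RPM in Control. This argues against such a contamination; no biological explanation was tested, as miR-206-3p did not differ between the groups (log2 change -0.06 ± 0.06 (SE), limma adjusted p = 0.42).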
